# Circadian and light-driven regulation of rod dark adaptation

**DOI:** 10.1038/srep17616

**Published:** 2015-12-02

**Authors:** Yunlu Xue, Susan Q. Shen, Joseph C. Corbo, Vladimir J. Kefalov

## Abstract

Continuous visual perception and the dark adaptation of vertebrate photoreceptors after bright light exposure require recycling of their visual chromophore through a series of reactions in the retinal pigmented epithelium (RPE visual cycle). Light-driven chromophore consumption by photoreceptors is greater in daytime vs. nighttime, suggesting that correspondingly higher activity of the visual cycle may be required. However, as rod photoreceptors are saturated in bright light, the continuous turnover of their chromophore by the visual cycle throughout the day would not contribute to vision. Whether the recycling of chromophore that drives rod dark adaptation is regulated by the circadian clock and light exposure is unknown. Here, we demonstrate that mouse rod dark adaptation is slower during the day or after light pre-exposure. This surprising daytime suppression of the RPE visual cycle was accompanied by light-driven reduction in expression of *Rpe65*, a key enzyme of the RPE visual cycle. Notably, only rods in melatonin-proficient mice were affected by this daily visual cycle modulation. Our results demonstrate that the circadian clock and light exposure regulate the recycling of chromophore in the RPE visual cycle. This daily melatonin-driven modulation of rod dark adaptation could potentially protect the retina from light-induced damage during the day.

The retina provides vertebrate animals with information about the world around them and the overall light intensity. Detailed visual information is generated by rod and cone photoreceptors, which are responsible for dim- and bright-light vision, respectively. The function of the retina is modulated by daily changes in ambient light conditions and by an intrinsic circadian clock^1^. These mechanisms regulate many retinal functions, including melatonin synthesis^2^, the electrical coupling between photoreceptors^3^,^4^, and synaptic transmission^5^, to fine-tune visual processing in the retina^6^. The susceptibility to light-induced retinal damage is also higher in subjective (circadian) night than in subjective day^7^. Although the mechanisms by which the circadian clock regulates this process is not understood, it is likely to be related to the light-sensing visual pigments in photoreceptors.

Light detection is initiated in the retina when a photon is absorbed by the visual pigment in photoreceptors. This causes the conversion of the visual chromophore 11-*cis* retinal to its all-*trans* form, activating the visual pigment and triggering the phototransduction cascade that ultimately results in the electric response of the cell^8^. Resetting of the photoactivated (bleached) visual pigment to its ground state requires removal of the spent all-*trans* chromophore from photoreceptors and its recycling back to its 11-*cis* form in the RPE cells (RPE visual cycle; for both rods and cones) or in the retinal Müller cells (retina visual cycle; for cones only)^9^,^10^. Notably, even though rods are saturated during the day, their visual pigment still continuously cycles through bleaching and regeneration. As a result, in rod-dominant species like mouse and human, rods consume the bulk of the chromophore recycled by the RPE visual cycle^11^, while chromophore recycled by the retina visual cycle allows cones to rapidly regenerate their visual pigment^12^,^13^. The accumulation of retinoid byproducts with age or as a result of a dysfunctional visual cycle can cause retinal degeneration and blindness^14^.

Chromophore consumption varies greatly during the day-night cycle. During the day, the visual pigments in rods and cones are photobleached at a high rate, whereas a minimal amount of chromophore is used and recycled at night. This day/night difference in chromophore consumption prompted us to ask: is pigment regeneration under the regulation of the circadian clock, in accordance with chromophore demand? Does light modulate the efficiency of chromophore recycling? One of the key processes modulated by both the circadian clock and light exposure is melatonin synthesis, which is suppressed during the circadian daytime and by light. Thus, we addressed these questions by electrophysiological recordings and molecular analysis of retinas of melatonin-proficient (C3H/f^+/+^ and CBA/CaJ) and melatonin-deficient (C57BL/6J and 129S2/Sv) mouse strains.

## Results

### Rod dark adaptation in melatonin-proficient mice is regulated by the circadian clock

The goal of our study was to determine if pigment regeneration is regulated by the circadian clock or by light. Each of these two retinal signals strongly regulates the expression of melatonin at night, which in turn affects many processes in the retina^15^,^16^. Thus, we investigated rod dark adaptation in melatonin-proficient (C3H/f^+/+^ and CBA/CaJ) and melatonin-deficient (C57BL/6J and 129S2/Sv) mouse strains. We began with the melatonin-proficient C3H/f^+/+^ strain of mice^15^, first testing their *in vivo* electroretinogram (ERG) responses^13^. We observed robust dark-adapted (scotopic) responses with a normal waveform (Fig. 1A). Measurements of their maximal a-wave amplitudes (r_max_) at subjective night, 6 hours after scheduled lights-off (18 o’clock predicted circadian time, CT 18; 30 hours of actual dark adaptation), and at subjective day, 6 hours after scheduled light-on (CT 6; 18 hours of actual dark adaptation) were comparable (Table 1). Similarly, scotopic a-wave dim flash sensitivity (S_f_) in C3H/f^+/+^ mice was not affected by the time of day of the recordings (Table 1). Thus, our results from dark-adapted C3H/f^+/+^ mice revealed no circadian regulation of their scotopic a-wave responses, indicating that their photoreceptor function in darkness is not modulated by the circadian clock.

In order to determine whether pigment regeneration is regulated by the circadian clock, we next examined the kinetics of rod dark adaptation in C3H/f^+/+^ mice in subjective night and subjective day. The dark adaptation experiments were performed with mice that were dark adapted for 30 hours (for the CT 18 time point) or 18 hours (for the CT 6 time point). As mouse rod pigment regeneration and dark adaptation are typically complete within one hour^11^,^17^, such conditions allowed for full dark-adaptation prior to the experiment for both time points. This notion was also supported by the comparable scotopic a-wave sensitivities at CT 18 and CT 6. A bright 30 seconds light exposure, estimated to bleach >90% of the visual pigment, instantly reduced the a-wave amplitude to near threshold levels (Fig. 1C), while the a-wave sensitivity declined by ~1000-fold, as the flash intensity required to produce a measurable response had to be increased by 3 log units (Fig. 1D). Consecutive measurements of these parameters in darkness over the next two hours revealed the gradual dark adaptation of the rods as their pigment regenerated. Notably, the recovery of both the amplitude and sensitivity of the a-wave over the first ~30 min of dark adaptation was significantly (p < 0.05, two-tailed Student’s t-test) slower for the subjective day group than for the animals in subjective night (Fig. 1C,D). As a result, the initial recovery of rod a-wave response in subjective day was delayed by ~8 minutes compared to that in subjective night (Fig. 1C). Similarly, the rod sensitivity 30 min after the bleach in subjective day was 2-fold lower than that in subjective night (Fig. 1D). Eventually, the recovery levels became comparable, so that the tails of the dark adaptation (final 25% of r_max_ and final 5-fold of S_f_ recovery) were similar in the two groups. These results demonstrate that the time course of rod dark adaptation in C3H/f^+/+^ mice is delayed during the subjective day compared to subjective night. Thus, mouse rod dark adaptation is modulated by the circadian clock.

We sought to establish the regulation of rod dark adaptation in another melatonin-proficient strain, CBA/CaJ^1^. However, the ERG recordings from these mice revealed a prominent b-wave amplitude loss and extended a- and b-wave implicit times (Fig. 1B), reminiscent of the phenotype caused by mutation in *Gpr179*, a G-protein coupled receptor in ON-bipolar cells^18^,^19^. Thus, this strain of CBA/CaJ mice proved unsuitable for our physiological analysis. The abnormal ERG responses from these mice also call for caution when using this strain for molecular analysis of the retinal circadian clock.

### Rod dark adaptation in melatonin-proficient mice is regulated by light history

In addition to the circadian clock, exposure to light may also directly affect animal physiology, particularly in the light-sensitive retina^5^. Thus, we next sought to determine if rod dark adaptation is regulated by light history. To accomplish this, we compared the dark adaptation of C3H/f^+/+^ mouse rods *in vivo* at 12 o’clock (noon) but dark adapted for 30 hours (subjective day, CT 6), or pre-exposed to light in the morning and then dark adapted for 1 hour before the experiment (objective day, zeitgeber time ZT 6). The 1 hour of darkness was sufficient to fully dark-adapt the rods in unanesthetized mice and restore their *in vivo* ERG a-wave sensitivity and maximal response amplitude (Table 1, compare values for subjective day, dark-adapted for 18 hours, and objective day, dark-adapted for 1 hour). Comparison of rod dark adaptation in subjective and objective day demonstrated that both a-wave maximal response (Fig. 2A) and a-wave sensitivity (Fig. 2B) recovered significantly more slowly during the objective day. Thus, our results revealed that rod dark adaptation in melatonin-proficient mice is suppressed by pre-exposure to light. Notably, the effect of light on the rod visual cycle was substantially more prominent than that induced by the circadian clock (Fig. 1).

Given the electrophysiological findings that light exposure suppresses rod dark adaptation, we hypothesized that there was an underlying molecular downregulation of the visual cycle in objective day. Accordingly, we conducted RNA-seq and differential expression analysis of the eyes of subjective day and objective day groups. 

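The RNA-seq data comprised 4 samples of C3H/f+/+ mouse eyes, 2 from subjective day (CT 6) and 2 from objective day (ZT 6). C3H/f+/+ is a strain that makes melatonin. Each sample pooled 4 eyes, which the sample labels attribute to a female and a male mouse, and contained retina, RPE, choroid and posterior sclera after the anterior eye and lens were removed. The subjective day mice had been in darkness for 18 hours according to the Methods, while another paragraph of the Results gives 30 hours. The objective day mice had been dark-adapted for 1 hour. RNA with poly-A tails was sequenced on a single lane, and the authors deposited a table of 22863 genes with 1 value per gene and sample. The values are fractional gene counts that the authors had adjusted to a common library size, so they are not raw counts. They summed to 35236783 and 34864745 in the subjective day samples and to 34905325 and 33278417 in the objective day samples. These totals follow from the adjustment and are not the sequencing depth. Low values clustered near multiples of a step that differed between samples, with a first cluster at 0.998 and 1.11 in the subjective day samples and at 0.929 and 0.952 in the objective day samples. A larger step corresponds to fewer reads, and by this measure the 4 samples lay between 89.1% and 107% of their mean depth. Within subjective day the log2 values of the 2 samples had a Pearson correlation of 0.991 across genes, and within objective day of 0.993. The median squared difference relative to sampling noise was 1.85 and 1.16 for these 2 pairs, against 0.455 for a pair that differs by sampling noise alone, so neither pair held copies of a single library. The 2 samples of each condition were counted as separate replicates because the paper describes them as biological replicates. Genes with a value of at least 10 in at least 2 samples were tested, which left 17784 genes. Values were put on a log2(value + 1) scale and compared between objective and subjective day with limma, with a variance prior that follows the mean expression and Benjamini-Hochberg adjustment. Fold changes are given as objective day over subjective day on that scale, which understates the change of genes with low values. With 2 samples against 2, a two-sided exact permutation test of a single gene cannot go below p = 0.333, so each call rests on the variance that limma shares across genes.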

A total of 1,460 genes were found to be significantly differentially expressed (FDR = 0.05) (Supplemental Table S1), with most of them (1,298 or 89%) expressed at lower levels in objective day than subjective day. 

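At an adjusted p under 0.05 from limma's test, 1514 of the 17784 genes tested differed between objective and subjective day. Of these, 1325 were lower in objective day and 189 were higher, so that 87.5% were lower (Wilson 95% confidence interval 85.8% to 89.1%, over genes, which are not independent replicates). The median log2 fold change was -0.51 among the lower genes and 0.38 among the higher genes. More than a 2-fold change was seen in 206 of the lower and 6 of the higher genes. In the authors' deposited table, 1460 genes had an FDR-adjusted p under 0.05, of which 1298 were lower and 162 higher in objective day. Of those genes, 1450 were among the genes tested, and 1238 were called in both comparisons, all 1238 with the same direction. Both comparisons rest on the same values, so the shared direction is no separate evidence. The values of both objective day samples lay on one side of both subjective day samples for 9982 genes, or 56.1% of those tested, where chance gives 33.3%. Samples with the same number deviated together from their group means (correlation 0.319 across genes). With 2 samples in each condition the crossed pairing necessarily gives the opposite value, -0.319, so the sign does not show shared processing. With the replicate number as a block limma called 3613 genes, 2331 lower and 1282 higher, including all 1514 of the genes called without the block. The block also leaves fewer degrees of freedom for each gene's own variance. When the variance prior was not allowed to follow the mean expression, a setting chosen after seeing the data, 0 genes passed the threshold and 3586 had an unadjusted p under 0.05, against 4512 before. The log2 fold change followed the GC content of the transcript, with a Spearman correlation of 0.58 across the 17536 genes of known GC content. The median log2 fold change was -0.42 in the tenth of genes with the lowest GC content and 0.14 in the tenth with the highest. Of the genes called lower, 95.2% had a GC content below the median of all tested genes, compared with 11.6% of the genes called higher. After each sample's trend with GC content was removed by local regression, also a setting chosen after seeing the data, 211 genes were called, 111 lower and 100 higher, and 145 of them were among the 1514. With the block and the removal of the GC trend together, limma called 1626 genes, 712 lower and 914 higher.

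**Figure D1:**
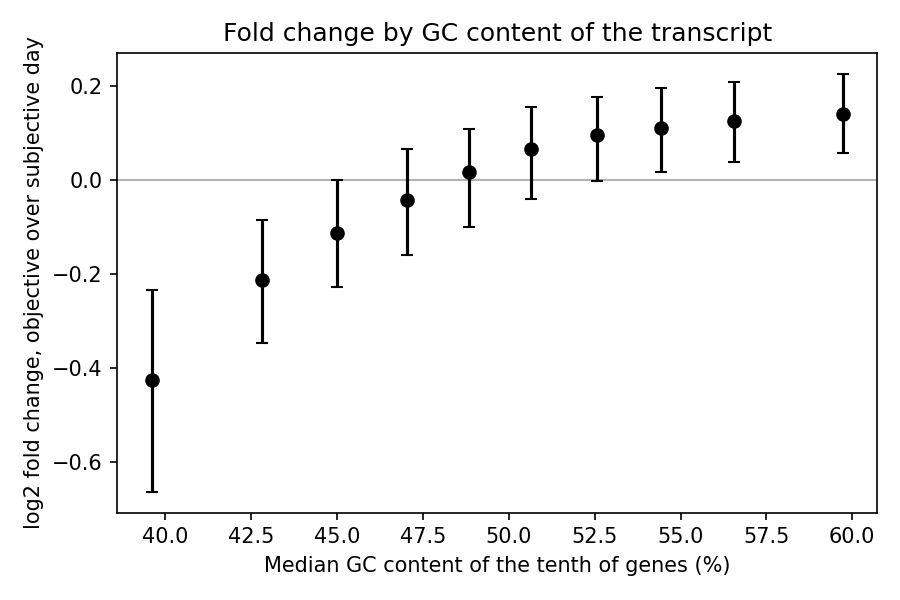
Log2 fold change of objective day over subjective day against the GC content of the longest transcript in percent, for 10 groups of 1753 or 1754 genes ordered by GC content. Points are the group medians and bars run from the 25th to the 75th percentile of genes; the medians rise from -0.42 to 0.14.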

Among the genes with altered expression, we identified two known visual cycle genes, *Rpe65* and *Rdh12* (Fig. 2C). 

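The gene Rpe65 (ENSMUSG00000028174) lies on the plus strand of chromosome 3 of GRCm38 from 159599175 to 159625321, and no other annotated gene overlaps it. Rdh12 (ENSMUSG00000021123) lies on the plus strand of chromosome 12 from 79208914 to 79222665, again without an overlapping gene. The positions come from GENCODE release M21, another annotation release of the assembly that the authors' Ensembl release is based on. For Rpe65 the log2 fold change in objective day was -0.52 (standard error 0.11, adjusted p = 0.0286 from limma's test). With the replicate number as a block the standard error was 0.044 and the adjusted p was 0.000666. The log2 fold change of Rdh12 was 0.38 (standard error 0.094, adjusted p = 0.0529 from limma's test), just outside the threshold of 0.05, and the adjusted p with the block was 0.00524. Adjusted over only the 8 visual cycle genes of Fig. 2C, the limma p was 0.0134 for Rpe65 and 0.0189 for Rdh12. In the authors' deposited table the FDR-adjusted p was 0.000601 for Rpe65 and 0.0208 for Rdh12. The longest Rpe65 transcript has a GC content of 42.2%, in the range where most genes were lower in objective day. With each sample's GC trend removed, the log2 fold change of Rpe65 was -0.24, with an adjusted p of 0.451 without the block and 0.00567 with it. The longest Rdh12 transcript has a GC content of 48.4%, and its log2 fold change with the trend removed was 0.40, with an adjusted p of 0.13 without the block and 0.000676 with it.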

RPE65 converts all-*trans* retinal esters (atRE) into 11-*cis* retinol (11cROL) in the RPE^20^, while RDH12 converts all-*trans* retinal (atRAL) to all-*trans* retinol (atROL) in photoreceptors^21^. 

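The value of Rpe65 was 7975 ± 1036 (SD, n = 2) in subjective day and 5556 ± 616 (SD, n = 2) in objective day. The 2 subjective day samples had values of 8708 and 7242, and the 2 objective day samples had values of 5992 and 5121. On the log2 scale, the mean fell by 30.2% in objective day. Within the pair of samples numbered 1 it fell by 31.2%, and within the pair numbered 2 it fell by 29.3%. These pairs rest on the sample numbers alone, so their near-equal falls do not measure the spread between replicates. The value of Rdh12 was 11495 ± 1506 (SD, n = 2) in subjective day and 14850 ± 217 (SD, n = 2) in objective day. The 2 subjective day samples had Rdh12 values of 12560 and 10430, and the 2 objective day samples had values of 15004 and 14697. The mean of Rdh12 was 29.7% higher in objective day, with a rise of 19.5% within the pair of samples numbered 1 and of 40.9% within the pair numbered 2. For both genes the 2 conditions did not overlap, which happens by chance for 33.3% of genes. With each sample left out in turn, the log2 fold change stayed between -0.65 and -0.39 for Rpe65 and between 0.24 and 0.51 for Rdh12. Scaled to Gapdh, the log2 fold change was -0.49 for Rpe65 and 0.41 for Rdh12, with adjusted p values of 0.0148 and 0.032 from limma's test. The count of Gapdh is uncertain because the gene has processed pseudogenes and shares exonic bases with Iffo1. Among the 500 genes nearest to Rpe65 in GC content and similar to it in mean expression, the median log2 fold change was -0.22, and 5% of them fell more than Rpe65. For the 500 genes matched to Rdh12 in the same way, the median log2 fold change was 0.0054, and Rdh12 rose more than 99.4% of them.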

Interestingly, *Rpe65* levels were 30% lower in objective day than subjective day, whereas *Rdh12* levels were 29% higher in objective day than subjective day. The downregulation of *Rpe65* would delay the recycling of chromophore in the RPE and the overall visual cycle^22^, whereas *Rdh12* upregulation would accelerate the reduction of toxic all-*trans* retinal and its clearance from the rods^23^. To verify the RNA-seq results, we examined *Rpe65* transcript levels by quantitative RT-PCR (qRT-PCR) in an independent set of biological replicates^24^. In good agreement with RNA-seq, we found that *Rpe65* levels were 27% lower in objective day than subjective day by qRT-PCR (Fig. 2D). 

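The fall of Rpe65 was compared with that of other genes expressed in the RPE. The set of RPE marker genes, fixed before the data were examined, held 7 genes with values high enough to be tested, among them Lrat and Rdh5 of the visual cycle. Their median log2 fold change in objective day was 0.094, and 3 of the 7 were lower. Ermn passed the threshold, with a log2 fold change of -0.46 (adjusted p = 0.0405 from limma's test), which was 0.11 after removal of the GC trend. As a set the 7 genes did not pass the threshold against the other genes (adjusted p = 0.65 without and 0.491 with the replicate block, from limma's camera test with Benjamini-Hochberg adjustment over 16 gene sets). With the GC trend removed their median was 0.16, with an adjusted p of 0.0718 without the block and 0.00473 with it. When every sample was scaled to the mean of this set, the log2 fold change of Rpe65 was -0.55 (adjusted p = 0.00639 from limma's test), and the lowest subjective day sample remained 0.49 above the highest objective day sample on the log2 scale. Part of the fall followed the GC trend across genes, which when removed left the value given above for this gene. From the lower level of Rpe65 in objective day, measured by RNA-seq and by qRT-PCR, the paper reasons that recycling of chromophore in the RPE would be delayed, and it proposes that the slowing of rod dark adaptation by light may be mediated by Rpe65.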

Overall, these molecular studies suggest that the light-driven slowing of rod dark adaptation may be mediated by *Rpe65*–dependent suppression of the RPE visual cycle.

### Rod dark adaptation in melatonin-deficient C57BL/6 J rods is not affected by the circadian clock or light history

We next investigated whether the changes in dark adaptation we observed in C3H/f^+/+^ mouse rods were mediated by melatonin. To address this question, we examined the function of melatonin-deficient C57BL/6J mouse rods using *in vivo* ERG recordings at subjective day (CT 6), subjective night (CT 18), and objective day (ZT 6). First, we measured the dark-adapted scotopic intensity-response curves at subjective day, subjective night, and objective day (Fig. 3A–C). The results revealed that the ERG a-wave amplitudes were slightly increased in subjective night compared to subjective day (Fig. 3A,B; Table 1). A further increase in a-wave amplitudes was observed in objective day (Fig. 3C). Then we performed the dark adaptation test as above to probe the operation of the C57BL/6J RPE visual cycle at subjective day, subjective night, and objective day. In contrast to the melatonin-proficient C3H strain, we found that the kinetics of C57BL/6J rod dark adaptation at CT 6, CT 18, and ZT 6 were identical as measured by both a-wave amplitude (Fig. 3D) and sensitivity (Fig. 3E).

We obtained similar results from another melatonin-deficient mouse strain, 129S2/Sv. As in C3H mice, the scotopic a-wave maximal amplitude and sensitivity of 129S2/Sv mice were comparable among subjective night, subjective day and objective day (Table 1). However, unlike the case of C3H mice and similar to the C57BL/6 J mice, the circadian time or light exposure of 129S2/Sv mice prior to the experiment failed to modulate the dark adaptation of their rods (Fig. 4A,B). Consistent with this observation, we found no significant difference in the transcript levels of *Rpe65* in objective day vs subjective day of 129S2/Sv mice as examined by qRT-PCR (Fig. 4C). Thus, rod dark adaptation in melatonin-deficient C57BL/6J and 129S2/Sv mice was not affected by the circadian clock or light exposure history.

## Discussion

### Melatonin-mediated regulation of mouse rod dark adaptation

The circadian clock and light regulate many processes in the retina^25^. However, despite the large difference in the rates of visual pigment photoactivation at night and during the day, it was not previously known whether the recycling of chromophore and the regeneration of visual pigment are also subject to such regulation. Our results clearly demonstrate that both the circadian clock and light exposure slow down the dark adaptation of rods in melatonin-proficient mice during the day. Thus, rod pigment regeneration in these mice is modulated by the combined effects of the circadian clock and light, such that rod dark adaptation is substantially slowed in the daytime, when rods are largely saturated.

Although the exact mechanism of this regulation is still unclear, our finding that *Rpe65* expression is suppressed by light, together with its previously described diurnal regulation in the melatonin-proficient CBA/CaJ strain^1^, suggest that it likely involves modulation of the efficiency of chromophore recycling by the RPE visual cycle. As this is the only mechanism for regeneration of the rod visual pigment and the rate-limiting step for rod dark adaptation^8^,^11^, slowing the RPE visual cycle would cause a corresponding delay in the regeneration of rod pigment and in the dark adaptation of rods.

Melatonin is produced not only by the pineal gland but also locally in the retina by photoreceptor cells at night^26^, where it regulates many aspects of mammalian retinal physiology (see ref. 16 for review). The rhythmicity of melatonin biosynthesis also drives diurnal retinal dopamine synthesis, which peaks during the day^15^, further amplifying the robustness of the retina-intrinsic circadian clock. Melatonin receptors have been identified in various ocular cell types, including photoreceptors, RPE, and Müller cells^6^,^27^,^28^. However, many commonly used inbred strains of laboratory mice, including C57BL/6J, 129S2/Sv and BALB/c, have lost their ability to produce melatonin due to mutations in key melatonin biosynthesis enzymes^29^,^30^. In contrast, C3H mice still retain their ability to synthesize melatonin. Thus, our observation that rod dark adaptation is subject to regulation by the circadian clock and light in C3H, but by neither the circadian clock nor light in C57BL/6J and 129S2/Sv mice, suggests a role for melatonin in this process. Thus, the simplest explanation for our results is that the efficiency of the RPE visual cycle is modulated by the daily oscillation of melatonin.

### The daily modulation of the RPE visual cycle and rod-mediated vision

The high sensitivity of rods enables them to detect low light levels and mediate dim light vision. However, the high amplification that produces this exquisite rod sensitivity also results in the saturation of the rods at moderately bright light conditions^31^. Despite this fact, the rod visual pigment continues to undergo bleaching and regeneration throughout the day. As this process involves multiple enzymatic reactions both in the rods and in the RPE cells, it imposes a significant metabolic load on the visual system. Therefore, the downregulation of the RPE visual cycle during the day by both the circadian clock and light history would conserve energy without significantly compromising rod-mediated vision. The corresponding acceleration of all-*trans* retinal reduction in the rods, as suggested by the observed upregulation of *Rdh12*, would minimize the toxic effects of this compound^32^ and prevent the formation and accumulation of related toxic byproducts^33^. At the same time, as the cones rely predominantly on the alternative retina visual cycle for the bulk of their dark adaptation^13^,^34^ and for chromophore supply during cone opsin synthesis^35^, the suppression of the RPE visual cycle would not be expected to compromise cone-mediated daytime vision.

Another possible benefit of downregulating the RPE visual cycle during the day is the protection of the retina from light damage. It is known that mice with lower *Rpe65* expression have a slower rod dark adaptation and higher resistance to light-induced rod degeneration^36^, presumably because the slower turnover of visual pigment reduces the accumulation of toxic retinoid byproducts. Similarly, the down-regulation of the RPE visual cycle during the day could be a mechanism to protect photoreceptors from light damage. Consistent with this hypothesis, in rats, retinas are more susceptible to light-induced damage at night^37^,^38^. Our finding that the RPE visual cycle is faster at night provides a mechanistic explanation for this observation. Therefore, a rhythmic melatonin-driven diurnal suppression of the RPE visual cycle may protect the retina from degeneration by lowering the susceptibility of photoreceptors to light damage during the day. Indeed, lack of melatonin-dependent RPE visual cycle regulation could be involved in the enhanced age-dependent retinal degeneration in mice lacking the melatonin receptors MT1 and MT2^6^,^39^. Conversely, enhancing the diurnal suppression of the RPE visual cycle by oral intake of melatonin could be one of the factors that reduce the risk of human age-related macular degeneration (AMD)^40^.

## Methods

### Animals

The maintenance and treatment of the mice was in compliance with the protocols approved by the Washington University Animal Studies Committee. Melatonin-deficient C57BL/6J and melatonin-proficient CBA/CaJ and C3H/f^+/+^ mice were purchased from Jackson Laboratory (Bar Harbor, ME). The C3H/f^+/+^ mice are also known as C3A.BLiA-Pde6b^+^/J, originally generated by Willem J. de Grip (Erasmus Universiteit, Netherlands)^15^,^41^. Melatonin-deficient 129S2/Sv mice were purchased from Charles River Laboratories (Wilmington, MA). Unlike the original C3H strain, the C3H/f^+/+^ mice used in our study were free of the PDE6b mutation that causes retinal degeneration, and had normal retinal morphology and light-driven responses^6^. All animals used in this study were free of the *rd8* mutation^42^. The animals were raised in a 12 hr:12 hr light-dark cycle and entrained in a 420 cd m^−2^ light environment for a week before the experiments. Age-matched animals were grouped into three categories: subjective night, subjective day, and objective day. Subjective night groups were dark-adapted in a light-proof cabinet for 30 hours and tested at 18 circadian time (CT; midnight). Subjective day groups were dark-adapted for 18 hours and tested at CT 6 (noon). Objective day groups were dark-adapted for 1 hour and tested at 6 zeitgeber time (ZT, noon).

### *In vivo* electroretinography (ERG)

The method for studying mouse rod dark adaptation *in vivo* using LKC® ERG system had been described in detail previously^13^. Briefly, dark-adapted animals were anesthetized with ketamine/xylazine cocktail (100/20 mg/kg) by intraperitoneal injection. The pupils of the anesthetized animals were dilated with a drop of 1% atropine sulfate solution and the animals were transferred to a 37 °C heating pad with a feedback anal thermal probe. The reference electrode was inserted subcutaneously beneath the scalp and 2.5% Gonak hypromellose ophthalmic demulcent solution was applied to the cornea. A contact lens electrode was positioned on the cornea of each eye to detect electrical signals from retina. Excessive Gonak solution was removed from the eyes with tissue paper and the animals were allowed to stabilize in darkness for 15 minutes before beginning the recordings. Test flashes from a 530 nm LED, ranging from 2.5 × 10^−5^ cds m^−2^ to the 25 cds m^−2^ limit, were used to elicit photoresponses from each eye, and white Xenon flashes were used to produce saturated photoresponses. Sufficient time was allowed between individual test flashes to allow full recovery of the retina and avoid gradual response run-down due to light adaptation. For dark adaptation testing, a bright green (505 nm) LED light was applied to both eyes for 30 seconds to photobleach an estimated 90% of the visual pigment. The recovery of the ERG responses was monitored at fixed post-bleach time points within 2 hours after the bleach. The maximal response amplitude, r_max_, was recorded at the brightest light intensity, and S_f_ was estimated as the ratio of dim flash response amplitude and the corresponding flash intensity in the linear range of the intensity-response curve, about 20% to 30% of the maximum. The post-bleach maximal amplitude (r_max_) and sensitivity (S_f_) were normalized to their dark adapted pre-bleach level, r^DA^_max_ and S_f_^DA^, respectively.

### RNA-seq

RNA-seq was performed in two biological replicates per condition (objective day vs. subjective day), each consisting of four eyes. Eyes were harvested and rapidly dissected in the dark. The anterior portion of the eye including the lens was removed, and the remaining tissue (posterior sclera, choroid, RPE, and retina) was rinsed in cold sterile HBSS with calcium and magnesium (Gibco) and stored in TRIzol (Invitrogen) at −80 °C. For extraction, the tissue was homogenized with a pestle and then passaged through a needle. Total RNA was extracted and purified using the RNeasy Mini Kit (Qiagen) with on-column DNaseI digestion (Qiagen). Integrity of total RNA was verified on a Agilent 2100 Bioanalyzer. Poly-A selection and synthesis of the cDNA library for sequencing was conducted as described^43^. The four samples were indexed and sequenced on a single lane of a HiSeq 2500 sequencer (1 × 50 bp). To analyze the sequencing data, raw reads were demultiplexed and aligned to *Mus musculus* Ensembl release 72^44^ with Tophat v2.0.9^45^, and Bowtie2 v2.1.0^46^ HTseq^47^ was used to estimate gene abundance, and differential expression analysis was conducted with EdgeR^48^. See Supplementary Table S1 and Gene Expression Omnibus (GEO) accession number GSE68470 for raw and processed RNA-seq data.

### Quantitative RT-PCR (qRT-PCR)

Quantitative RT-PCR was performed in five biological replicates per condition (objective day vs. subjective day), each consisting of two eyes at 5–6 weeks old. Eyes were harvested and dissected and total RNA was prepared as described above for RNA-seq. Complementary DNA (cDNA) was prepared as previously described^24^, and qRT-PCR was conducted with SYBR-Green (Applied Biosystems). *Rpe65* transcript levels were normalized to *Gapdh* transcript levels. *Gapdh* primers^49^ and *Rpe65* primers^50^ were previously published. Three technical replicate PCR reactions were performed for each biological replicate. The ΔCt values from biological replicates were averaged and the SEM across biological replicates was calculated. The ΔCt values were used to calculate statistical significance with a two-tailed Student’s t-test.

### Statistics

Unless noted otherwise, all data is presented as mean ± SEM. Two tailed unpaired Student’s t-test was used to examine the significance of difference between two sample groups. Statistical significance was reported when *p* < 0.05.

## Additional Information

**How to cite this article**: Xue, Y. *et al*. Circadian and light-driven regulation of rod dark adaptation. *Sci. Rep.* **5**, 17616; doi: 10.1038/srep17616 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
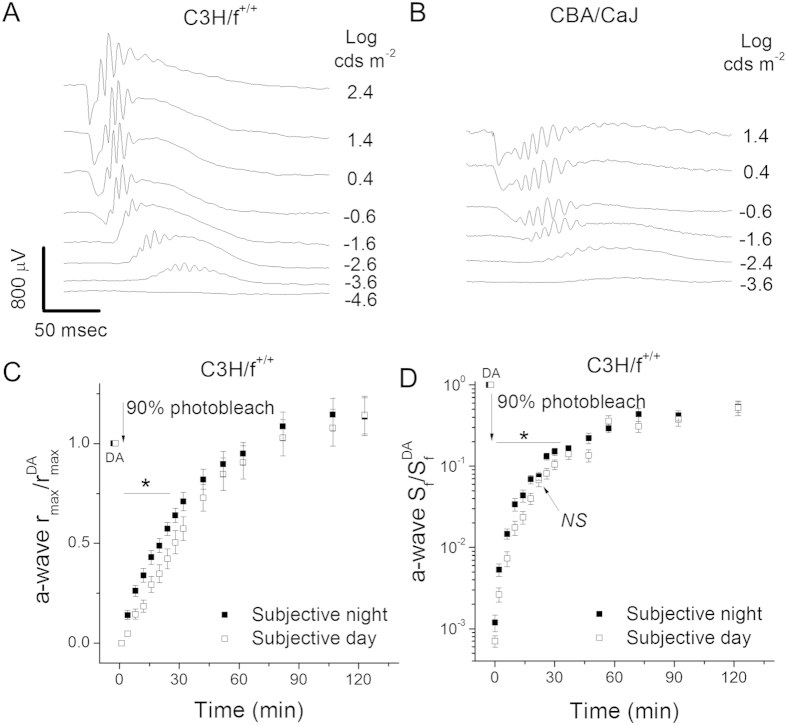
Effect of the circadian clock on rod dark adaptation in melatonin-proficient mice. (**A**) Representative dark-adapted scotopic *in vivo* ERG responses to various light intensities from melatonin-proficient C3H/f^+/+^ mice. (**B**) Representative dark-adapted scotopic *in vivo* ERG responses from melatonin-proficient CBA/CaJ mice revealing b-wave deficit. (**C**) Normalized *in vivo* ERG scotopic a-wave maximal response (a-wave r_max_/r^DA^_max_) recovery in C3H/f^+/+^ mice following 90% pigment bleach at t = 0 at subjective night (solid squares, n = 15) and subjective day (open squares, n = 16) (*p < 0.05). (**D**) Normalized *in vivo* ERG scotopic a-wave sensitivity (a-wave S_f_/a-wave S_f_^DA^) recovery in C3H/f^+/+^ mice following 90% pigment bleach at t = 0 at subjective night (solid squares, n = 15) and subjective day (open squares, n = 16) (*p < 0.05). Here and in all subsequent figures, DA refers to the initial dark-adapted value of the a-wave maximal response or sensitivity.

**Figure 2:**
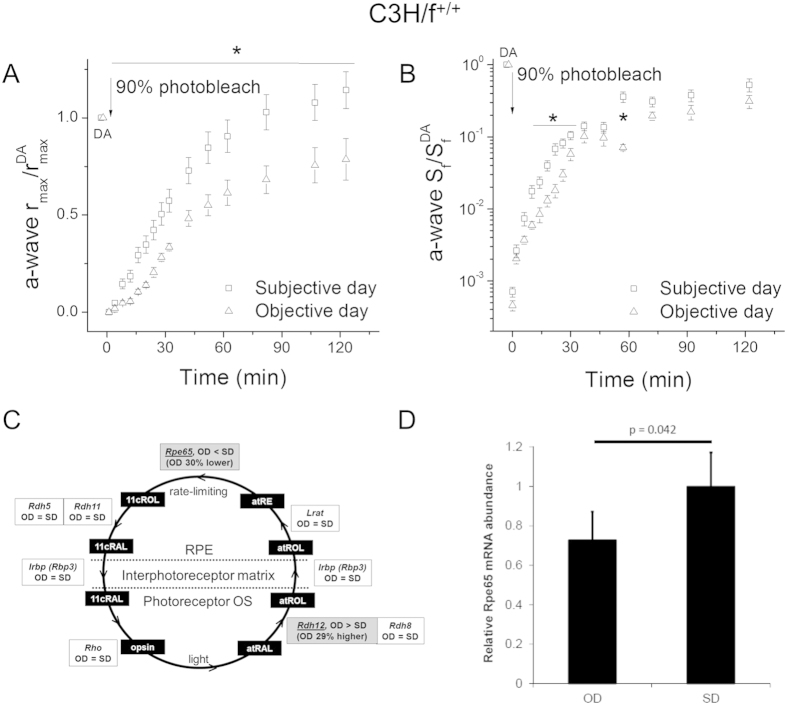
Effect of the light history on rod dark adaptation in melatonin-proficient C3H/f^+/+^ mice. (**A**) Normalized *in vivo* ERG scotopic a-wave maximal response (a-wave r_max_/a-wave r^DA^_max_) recovery in C3H/f^+/+^ mice following 90% pigment bleach at t = 0 at subjective day (replotted from Fig. 1C, open squares) and objective day (open triangles, n = 7) (*p < 0.05). (**B**) Normalized *in vivo* ERG scotopic a-wave sensitivity (a-wave S_f_/a-wave S_f_^DA^) recovery in C3H/f^+/+^ mice following 90% pigment bleach at t = 0 at subjective day (replotted from Fig. 1D, open squares) and objective day (open triangles, n = 7) (*p < 0.05). (**C**) Components of the RPE visual cycle and their expression by RNA-seq in objective day (OD) vs. subjective day (SD). In the photoreceptor outer segment (OS), the absorption of light by rhodopsin (*Rho*) causes conversion of 11-*cis* retinal (11cRAL) to all-*trans* retinal (atRAL). Next, atRAL is reduced to all-*trans* retinol (atROL) by RDH8 or RDH12 and exported to the RPE. There, atROL is converted to all-*trans* retinyl-ester (atRE) by LRAT. Subsequently, atRE is converted to 11-*cis* retinol (11cROL) by RPE65 in a rate-limiting step. Finally, 11cROL is oxidized to 11cRAL by RDH5 or RDH11 and imported back into the OS. IRBP is a binding protein in the interphotoreceptor matrix. Comparison of gene expression levels in OD vs. SD: gray shading indicates a significant difference at FDR  =  0.05. (**D**) *Rpe65* mRNA abundance in objective day (OD) vs. subjective day (SD) in C3H/f^+/+^ mice as quantified by qRT-PCR. Transcript levels of *Rpe65* were normalized to *Gapdh.* Error bars represent standard error of the mean (SEM) across five biological replicates per condition. P-value, two-tailed Student’s t-test.

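Rdh5, Rdh11, Rdh8, Lrat and Rbp3, 5 further genes of Fig. 2C, did not pass the threshold of 0.05 for the adjusted p in limma's test. The largest change among them was in Rdh5 (ENSMUSG00000025350), on chromosome 10 of GRCm38 from 128913593 to 128922888, whose value was 6473 ± 983 (SD, n = 2) in subjective day and 8203 ± 564 (SD, n = 2) in objective day. Its log2 fold change was 0.35 (standard error 0.11, adjusted p = 0.0921), and both objective day samples lay above both subjective day samples. With each sample left out in turn, the log2 fold change of Rdh5 ran from 0.19 to 0.50. With the replicate block the adjusted p of Rdh5 was 0.00406, past the threshold, and in the authors' deposited table its FDR-adjusted p was 0.0621. Rdh5 shares exonic bases with Bloc1s1 on the same strand, so its count is uncertain. Log2 fold changes of the other 4 genes ran from -0.14 for Lrat to 0.18 for Rbp3, with adjusted p values from 0.282 for Rdh8 to 0.998 for Rdh11, and none of the 4 passed the threshold with the block, where the smallest adjusted p was 0.0777 for Lrat. Lrat changed its direction when the GC trend was removed, to 0.16 with an adjusted p of 0.575 without the block and 0.047 with it. Adjusted over only the 8 visual cycle genes, 3 genes had an adjusted p under 0.05, Rdh5 among them with 0.0335, against 1 gene when adjusted over all genes tested. With the replicate block, 4 genes passed over the list, Lrat among them with 0.0397, against 3 over all genes tested.

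**Figure D2:**
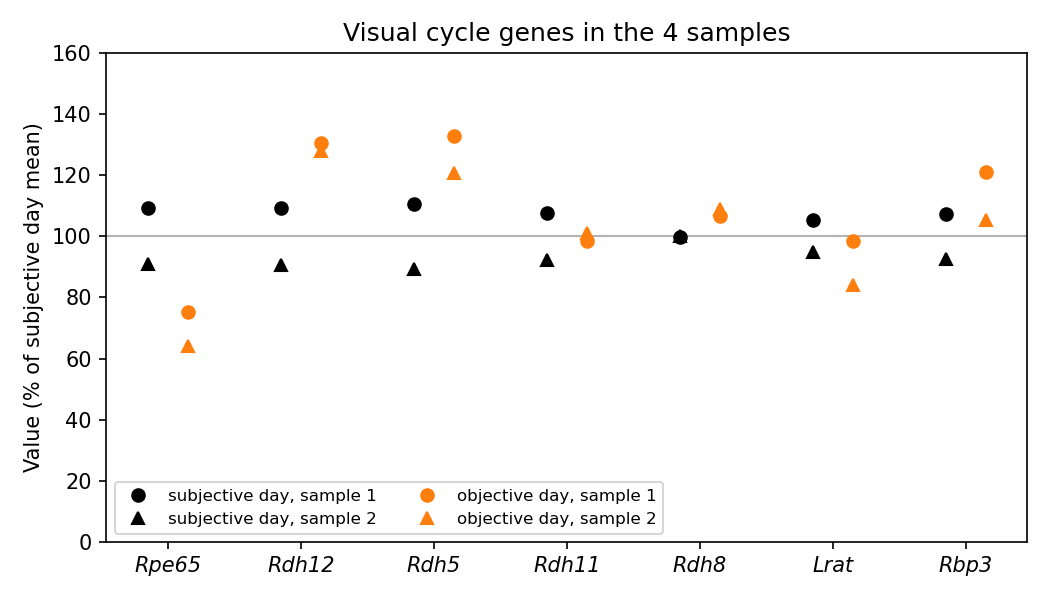
Values of 7 visual cycle genes in the 4 samples, in percent of the gene's mean in subjective day. Each point is 1 sample of 4 eyes; circles and triangles mark the samples numbered 1 and 2. Rpe65 lay at 75.1% and 64.2% in objective day and Rdh12 at 130.5% and 127.9%.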

**Figure 3:**
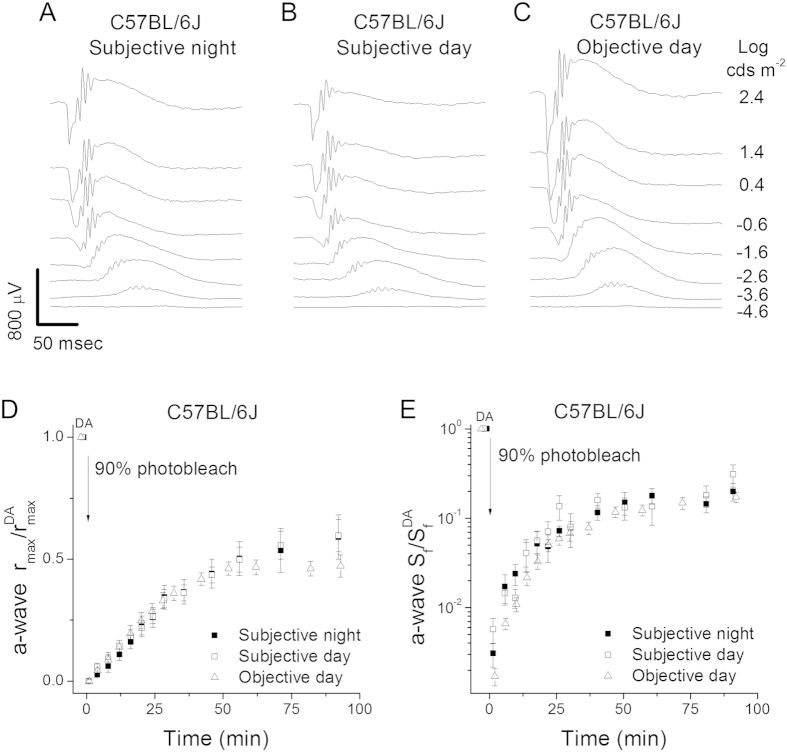
Lack of effect by the circadian clock and light history on rod dark adaptation in melatonin-deficient C57BL/6 J mice. Representative scotopic *in vivo* ERG responses to various light intensities from C57BL/6J mice at (**A**) subjective night, (**B**) subjective day, and (**C**) objective day. (**D**) Normalized *in vivo* ERG scotopic a-wave maximal response (a-wave r_max_/a-wave r^DA^_max_) recovery in C57BL/6J mice following 90% pigment bleach at t = 0 at subjective night (solid squares, n = 7), subjective day (open squares, n = 6), and objective day (open triangles, n = 10). (**E**) Normalized *in vivo* ERG scotopic a-wave sensitivity (a-wave S_f_/a-wave S_f_^DA^) recovery in C57BL/6J mice following 90% pigment bleach at t = 0 at subjective night (solid squares, n = 7), subjective day (open squares, n = 6), and objective day (open triangles, n = 10).

**Figure 4:**
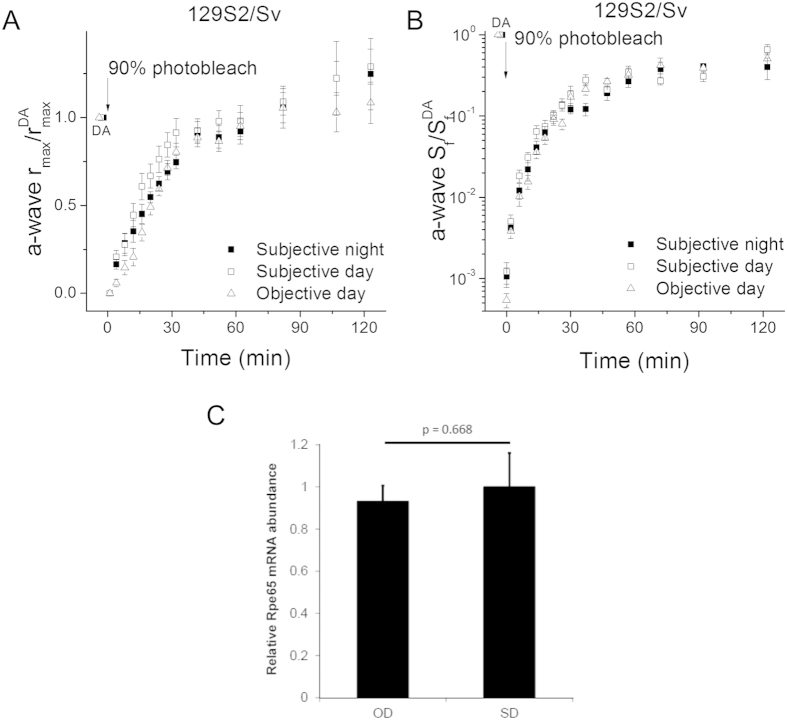
Lack of effects of the circadian clock and light history on rod dark adaptation in melatonin-deficient 129S2/Sv mice. (**A**) Normalized *in vivo* ERG scotopic a-wave maximal response recovery in 129S2/Sv mice following 90% pigment bleach at t = 0 at subjective night (solid squares, n = 6), subjective day (open squares, n = 8), and objective day (open triangles, n = 7). (**B**) Normalized *in vivo* ERG scotopic a-wave sensitivity recovery in 129S2/Sv mice following 90% pigment bleach at t = 0 at subjective night (solid squares, n = 6), subjective day (open squares, n = 8) and objective day (open triangles, n = 7). (**C**) *Rpe65* mRNA abundance in objective day (OD) vs. subjective day (SD) in 129/Sv mice as quantified by qRT-PCR. Transcript levels of *Rpe65* were quantified by qRT-PCR with normalization to *Gapdh.* Error bars represent standard error of the mean (SEM) across five biological replicates per condition. P-value, two-tailed Student’s t-test.

**Table 1:** Dark-adapted scotopic *in vivo* ERG parameters of C3H/f^+/+^, C57BL/6 J and 129S2/Sv mice at subjective night, subjective day and objective day.

	**Subjective night**	**Subjective day**	**Objective day**
C3H/f+/+	(n = 15)	(n = 16)	(n = 7)
a-wave r^DA^_max_ (μV)	312 ± 21	291 ± 31 (NS)	338 ± 29 (NS)
a-wave S_f_^DA^ (μV m^2^ cds^−1^)	223 ± 30	267 ± 39 (NS)	296 ± 37 (NS)
C57BL/6 J	(n = 9)	(n = 10)	(n = 10)
a-wave r^DA^_max_ (μV)	598 ± 24	532 ± 18 (*)	700 ± 22 (**)
a-wave S_f_^DA^ (μV m^2^ cds^−1^)	751 ± 39	589 ± 15 (**)	856 ± 55 (**)
129S2/Sv	(n = 6)	(n = 8)	(n = 7)
a-wave r^DA^_max_ (μV)	277 ± 29	269 ± 36 (NS)	301 ± 28 (NS)
a-wave S_f_^DA^ (μV m^2^ cds^−1^)	249 ± 46	208 ± 37 (NS)	255 ± 27 (NS)

r^DA^_max_ is the maximal amplitude of a-wave. S_f_^DA^ is the a-wave sensitivity. NS: *p *> 0.05, *p < 0.05, **p < 0.01, subjective day: tested compared to subjective night group, objective day: tested compared to the subjective day group.

How the deposited data were processed for this re-analysis (not part of the article)

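RNA-seq was analysed for 4 samples of C3H/f+/+ mouse eyes, 2 from subjective day and 2 from objective day. According to the Methods, the authors aligned the reads with Tophat and Bowtie2 to the mouse genome with an Ensembl annotation, estimated gene abundance with HTSeq and compared the conditions with edgeR. The paper's text does not name the filter on low counts, the normalization or the strand setting. The values the authors deposited are a signal per gene and sample, namely gene counts adjusted to a common library size, with decimals and nearly equal totals. This form is that of the counts equalized across libraries by the authors' tool, edgeR, which neither the paper nor the table states. The deposited log2 fold change is that of subjective day over objective day, and for genes with a mean of at least 10 it differs from the log2 ratio of the group means by at most 0.0579. The deposited p-value and FDR-adjusted p-value are those of the authors' comparison, and their ratio implies that 22995 genes were tested by the authors, compared with the 22863 listed.

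Because the values are not raw counts, the count test that had been planned before the data were examined, a quasi-likelihood test, was not used. All comparisons were made instead with limma 3.58.1 in R 4.3.3 on log2(value + 1), for genes with a value of at least 10 in at least 2 samples, with moderated variances that follow the mean expression and Benjamini-Hochberg adjustment at 0.05. The filter, the pseudocount and the variance model were chosen once the unit of the values was known, not before the data were examined. The authors' scaling was kept. Gene sets written before the data were examined were tested with limma's camera at its preset correlation between genes of 0.01, over 16 sets. The replicate number in the sample labels was used as a block in a second fit; the labels give each condition samples numbered 1 and 2 without saying that they were processed together, and the pairing rests on those numbers alone. No column of sample values was left unused.

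GC content and length were taken from the longest transcript of each gene in GENCODE release M21, which uses GRCm38, the same assembly as the authors' Ensembl release in a later annotation. They were known for 98.6% of the genes tested. The GC trend was removed by subtracting, in each sample, a local regression with a span of 0.3 of the deviation from the gene's mean on GC content. Such a correction also removes any biological difference that follows GC content.

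The analysis was tested on simulated counts for 17536 genes. With 200 genes changed 2-fold, 98.5% were called with the right direction and 9 unchanged genes were called. With none changed, 0 genes were called. With a GC trend added between the conditions, 1616 unchanged genes were called without a correction and 16 with it. The simulation used a dispersion of 0.01 and describes the method at that spread only. Its changed genes were drawn only from genes with mean values well above the filter. Their 2-fold change exceeded the median change of the called genes, so the recovery does not cover smaller changes. The simulated GC trend was a straight line, equal in both samples of a condition, and same-numbered samples shared no deviations, unlike the data.

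The sequencing depth itself is not given by the adjusted values. Relative depth was estimated from the first cluster of low values between 0.6 and 1.5. Intervals on shares of genes are Wilson intervals and cover counting error only. With 2 samples in each condition, the precision of any single gene is limited by the number of samples.

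Genes are named by a rule set before the data were examined: the genes of Fig. 2C, Gapdh, members of the gene sets reported, and the 5 lower and 5 higher genes with the smallest adjusted p among the called genes whose conditions do not overlap. Ties in the adjusted p were ordered by the unadjusted p. Mitochondrially encoded genes were chosen after their values were seen. Alternatives covered the scaling, the filter, the replicate block, the threshold, each sample left out, the pseudocount, the variance prior and corrections for GC content and length. The variance prior, mean filter and GC alternatives and the pseudocounts of 0.1 and 10 were added after seeing the data. A pseudocount of 0.5 for the gene sets was set before. The qRT-PCR and electroretinogram measurements were not analysed here, and 1 gene of Fig. 2C is not reported here by itself. Figures were drawn with matplotlib 3.10.9.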

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

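The marker sets for cornea, lens, immediate early and blood genes and their comparison between the conditions were fixed in advance. The tests of explanations in this part, including GC correction, and all tests on mitochondrial genes were chosen only after the result was seen, except that of length across all genes.

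The log2 fold change between objective and subjective day followed the GC content of the transcript, a relation that the paper does not report (Spearman correlation 0.58 across genes, which are not independent replicates). Relative to each gene's mean, the correlation with GC content was 0.48 and 0.46 in the objective day samples and -0.36 and -0.51 in the subjective day samples. If the relation came from noise in weakly expressed genes, it would fade in strongly expressed ones, but it was 0.75 in the highest of 4 groups of genes ordered by mean expression. If it came from regulation of protein-coding genes alone, it would be absent elsewhere, but across the 2030 other genes it was 0.43. The libraries of a single condition also differed in this respect: the difference between the 2 subjective day samples had a correlation of -0.24 with GC content, and that between the 2 objective day samples of -0.019. A difference in GC response between libraries, such as library preparation or RNA quality can give, is therefore a candidate source. The 4 samples cannot separate it from an effect of the condition, because both objective day samples lie on one side.

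The mitochondrially encoded mRNAs were lower in objective day in all 12 genes tested, with a median log2 fold change of -1.48 and a range from -2.70 for mt-Atp8 to -0.75 for mt-Cytb; 10 of the 12 passed the threshold in limma's test without the replicate block and all 12 with it. Mitochondrial genes made up 3.40% and 2.63% of the total in objective day and 6.06% and 6.38% in subjective day. These transcripts have a low GC content. After removal of the GC trend the median was -0.78, with 12 of 12 still lower. Of these, 4 passed the threshold without the block and 11 with it. The correction applies the same trend at every expression level. The correlation with GC content was 0.75 in the highest expression group and 0.39 in the lowest. The correction may thus remove too little in abundant transcripts, so the remainder does not exclude GC content. Fewer mitochondria would lower the nuclear-encoded respiratory chain genes as well, but the 78 tested had a median of 0.070. The shorter mitochondrial mRNAs fell more (Spearman correlation of log2 fold change with length 0.75 across the 12), as a loss of short transcripts would give. A general loss of short transcripts would however lower short transcripts outside the mitochondria too, and across all genes the correlation with length was -0.10, of the opposite sign. Copies of mitochondrial sequence in the nuclear genome can also split their reads, which was not tested. None of these tests accounts for the whole pattern, and no biological explanation other than fewer mitochondria was tested.

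The cornea marker set was lower in objective day, with a median log2 fold change of -1.20 over 4 genes (adjusted p = 0.00523 without and 0.00405 with the replicate block, from limma's camera test over 16 sets). Krt5 had values of 3144 and 3299.5 in subjective day and 854 and 1638 in objective day. After removal of the GC trend the median was -1.30. If objective day samples held less anterior tissue of every kind, the lens set would fall too. Its median was 0.49 (adjusted p = 0.479 without and 0.0451 with the block), with large differences between samples of a single condition. In the samples numbered 1 and 2, its mean log2 deviation was 1.29 and -0.83 in objective day and 1.49 and -1.96 in subjective day. The lens set was thus lower in objective day within the first pair and higher within the second, so it cannot decide this question. The dissected tissue is described as the posterior eye, and a candidate source is surface epithelium that was left on some samples, in unequal amounts. No test here separates that from regulation of these genes.

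The immediate early genes were higher in objective day as a set, with a median log2 fold change of 0.36 over 13 genes, of which 12 were higher (adjusted p = 0.00287 without and 0.00488 with the block, from the same test). After removal of the GC trend the median was 0.25, with an adjusted p of 0.0369 in both fits. The size of the median depended on the filter. With at least 1 CPM in at least 2 samples it was 0.14 (adjusted p = 0.00833 from the same test). Egr1 had the largest change of the set (log2 fold change 2.25, adjusted p = 0.00531 from limma's test), with values of 375 and 512 in subjective day and 2163 and 2006 in objective day. Fos was also higher, by 0.76 on the log2 scale. Light during the day before the 1 hour in darkness is a biological explanation that the design offers, and it is a hypothesis only. Handling and time to dissection, which also act on these genes, were not recorded in the labels and could not be tested.

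The blood set was higher in objective day, with a median log2 fold change of 0.55 over 5 genes (adjusted p = 0.00287 without and 0.00405 with the block, from the same test), and of 0.47 after removal of the GC trend. Globin genes are near-identical copies, so their counts are uncertain. Unequal amounts of blood in the dissected eyes are a candidate source, and no biological explanation was tested.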

How the results depend on the processing

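The planned count tests (edgeR quasi-likelihood, exact and likelihood ratio tests, DESeq2 and limma-voom) were not run, because the values are not counts, and leaving out a sample gives no count of called genes, since a condition is then left with 1 sample. The variance prior, mean filter and GC settings below were chosen after seeing the data, as were the pseudocounts, except that of 0.5 for the gene sets.

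The number of called genes was 1514 without changes. It stayed between 1401 and 1814 under the other filters and pseudocounts, a robust variance prior and the other scalings with counted genes. It was 436 (407 lower, 29 higher, 93.3% lower) at a threshold of 0.01. With the replicate block it was 3613 (2331 lower, 1282 higher, 64.5% lower). Without a trend in the variance prior, 0 genes were called, 0 lower and 0 higher, with 3586 at an unadjusted p under 0.05, and no percentage can be given. Under the robust prior 85.5% were lower. With the GC trend removed by local regression the count was 211 (111 lower, 100 higher, 52.6% lower), and 145 of these were among the 1514. With GC bin medians it was 199 (124 lower, 75 higher, 62.3% lower), with the median GC content over transcripts 205 (143 lower, 62 higher, 69.8% lower), and with GC content and length 143 (76 lower, 67 higher, 53.1% lower). With the replicate block and GC correction together, 712 genes were lower and 914 higher, so that 43.8% were lower. The causes of the effects of the block and the variance prior were not tested.

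The balance of lower and higher genes moved with the scaling. Under upper-quartile normalization 1242 genes were lower and 443 higher (73.7% lower), and under library size alone 1202 were lower and 612 higher (66.3% lower), against 1325 and 189. The median log2 fold change of all genes moved by 0.024 and 0.040 under these 2 scalings.

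The direction of Rpe65 and of Rdh12 was the same in every fit, and over the 4 fits that each left out a sample the log2 fold change ran from -0.65 to -0.39 for Rpe65 and from 0.24 to 0.51 for Rdh12. Rpe65 passed the threshold in 13 of 18 alternatives, with adjusted p values from 0.000666 to 0.514. It did not pass without a variance trend (-0.52), with GC correction (-0.24), with bin medians (-0.27), with the median over transcripts (-0.21) and with GC content and length (-0.22). With the replicate block and GC correction together it passed, at 0.00567. The cause of the loss without a variance trend was not tested.

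Rdh12 passed in 7 of 18 alternatives, with adjusted p values from 0.000676 to 0.222. It passed with median-of-ratios size factors (0.37), upper-quartile normalization (0.40), library size only (0.42), the replicate block (0.38), the robust variance prior (0.38), scaling to Gapdh (0.41) and the replicate block with GC correction (0.40). The cause was not tested.

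Of the other 6 genes of Fig. 2C, 0 passed the threshold, 1 passed under library size only and 1 with the replicate block, in both cases Rdh5, and 2 passed with the replicate block and GC correction, Rdh5 and Lrat while 1 of the 6 had an unadjusted p under 0.05. Among the 16 gene sets, 4 passed, compared with 6 with the replicate block, where the rod and lens sets were added (adjusted p = 0.0462 and 0.0451 from limma's camera test), 5 with GC correction and 8 with both. The cause was not tested.

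Directions changed in results that had not passed the threshold, of which Lrat passed it after its change in the fit with the block and GC correction. Lrat moved from -0.14 to 0.16 with GC correction, with and without the block, to 0.12 with bin medians, to 0.22 with the median over transcripts and to 0.15 with GC content and length. Rdh11 moved to -0.00088 with median-of-ratios size factors and Rdh8 to -0.015 with bin medians. With library size only, Gapdh moved to 0.0066, the Müller glia set to 0.0076, the bipolar set to 0.026 and the clock set to 0.028. Of 436 further comparisons for single genes and sets, 11 are these changes of direction, 19 lost the threshold, 12 gained it and 394 did neither. Fits that left out a sample are counted among the 394 whatever their sign. In these fits Rdh11 ran from -0.11 to 0.11 and Gapdh from -0.13 to 0.061. The small number of samples limits every result, and the relative depth of the samples, between 89.1% and 107% of their mean, differed little.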

Differences from the paper's values

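No value the paper states differed from the value obtained here by more than the replicate spread and by more than 1.5 times. Among the alternatives set before the data were examined, 2 paper values did differ by more than 1.5 times. Against the paper's 1460 called genes, the number was 3613 with the replicate block and 436 at a threshold of 0.01. Against its 1298 lower genes, the number was 2331 with the block and 407 at that threshold.

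The paper counts Rdh12 among the genes with altered expression. In limma's test its log2 fold change was 0.38 with an adjusted p of 0.0529. Among the alternatives set before the data were examined, Rdh12 passed the threshold of 0.05 with median-of-ratios size factors (adjusted p = 0.0487), upper-quartile normalization (0.0309), library size only (0.0223), the replicate block (0.00524) and scaling to Gapdh (0.032), and did not pass with no filter (0.0567), with at least 1 CPM in at least 2 samples (0.0531) or with scaling to the rod marker set (0.152). It also passed with the robust variance prior (0.038) and with the replicate block and GC correction (0.000676), which were chosen after seeing the values. Over all alternatives the adjusted p ran from 0.000676 to 0.222.

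Fig. 2C marks no difference for Rdh5. Its log2 fold change was 0.35, with an adjusted p of 0.0921 in limma's test, and it passed the threshold with library size only (0.0374) and with the replicate block (0.00406). It also passed with the replicate block and GC correction (0.00436), a setting chosen after seeing the values.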

Other observations

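The tests of Rpe65 and Rdh12 against GC content, the test of the genes with the highest values and the GC correction of the sex-linked genes were chosen only after the result was seen.

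The fall of Rpe65 was set against explanations by tissue composition and by GC content. A smaller share of RPE in the objective day samples would lower the RPE marker set as well, but scaled to that set the log2 fold change of Rpe65 was -0.55. With GC correction it was -0.24, with an adjusted p of 0.451 without and 0.00567 with the replicate block, and over all alternatives the adjusted p ran from 0.000666 to 0.514. GC content may therefore account for part of the RNA-seq fall, and the 4 samples alone do not settle how much. The paper's qRT-PCR used independent replicates and not these sequencing libraries. It found a fall close to the uncorrected 30.2%, and its measurements were not analysed here. For Rdh12, scaling to the rod marker set left 0.26 (adjusted p = 0.152, within a range from 0.000676 to 0.222 over all alternatives), and the lowest objective day sample stayed 0.17 above the highest subjective day sample on the log2 scale. The rod set itself rose by a mean of 0.11 (adjusted p = 0.228 without and 0.0462 with the block, limma's camera test), so a larger share of rod RNA may account for some of the rise, and the 4 samples do not settle how much. GC correction left Rdh12 at 0.40, with adjusted p values of 0.13 without and 0.000676 with the block, so it did not reduce the rise, but the call depends on the block.

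More genes were lower than higher in objective day, and several technical explanations apply. GC content fits, with a correlation of 0.58 to the log2 fold change. The scaling between libraries changed the size of the excess, with the share of lower genes moving by -21.3 percentage points under library size only. A scaling shifts all genes alike, however, and more genes were lower than higher under each scaling for which both were counted. When the total was taken without the mitochondrial genes and the 10 genes with the highest mean, the share was 15.7 percentage points higher than with the whole total, so a few abundant genes bear on the size of the excess through the total. The ratio of Xist to the Y-linked genes was higher in both objective day samples, by 0.31 on the log2 scale, although samples of 2 against 2 fall apart in this way by chance in 33.3% of cases and the values of 5.48 and 5.43 in the nearest pair of samples differ little. After GC correction the difference was 0.049 and the samples of the 2 conditions overlapped, so most of it followed the GC trend. Gene length had a correlation of -0.10 with the log2 fold change, too weak to account for it. Less non-retinal tissue was tested with 6 marker sets fixed before the data were examined (RPE, pigment, matrix of sclera and choroid, vascular, blood and skeletal muscle), of which 0 were lower with an adjusted p under 0.05 and 0 with an unadjusted p under 0.05. The cornea set, which was not among the 6, was lower (adjusted p = 0.00523 from limma's camera test), and the skeletal muscle set was lower after GC correction, at -0.12 (adjusted p = 0.00939 without and 0.000548 with the replicate block). The test therefore covers those 6 tissues without GC correction and not every non-retinal tissue. The excess of lower genes cannot be told apart from the explanation by GC content.

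Only 3 splits of the 4 samples into 2 and 2 exist, and 2 of them part both same-numbered pairs. Of these 2, 1 gave as many genes as objective against subjective day, which is the real one; the crossed split gave 0 genes, with 117 at an unadjusted p under 0.05. The third split, of the samples numbered 1 against those numbered 2, gave 2 genes. With so few splits the share cannot fall below 0.05.

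The genes with the smallest adjusted p among those with separate conditions were Eid1, Emp1, Irf7, Ugp2 and Yipf4, lower in objective day with log2 fold changes of -1.09, -1.12, -1.08, -0.99 and -0.93, and Egr1, Vgf, Gm16262, 2610034M16Rik and Ngfr, higher with 2.25, 1.36, 0.75, 1.01 and 0.66. Without a variance trend none of the 10 passed the threshold, and without the block Yipf4 also lost it under each of the 4 GC corrections, at -0.41 with local regression, and Ugp2 under all of them except local regression, where it stayed at -0.49 (adjusted p = 0.0478). With the replicate block and GC correction both passed (adjusted p = 0.000283 for Ugp2 and 0.00351 for Yipf4); over all alternatives the adjusted p ran from 0.000283 to 0.126 for Ugp2 and from 0.000507 to 0.126 for Yipf4. The other 8 passed under each GC correction that was run. The set of sex-linked genes, Xist included, was lower with a median of -0.68 (adjusted p = 0.00065 without and 0.000164 with the replicate block), and its median was -0.078 after GC correction. The clock gene set had a median log2 fold change of -0.012 over 15 genes (adjusted p = 0.812 without and 0.777 with the replicate block, limma's camera test).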
